A study of Mus musculus with 15 samples. Its data were reported in "Involvement of extracellular vesicles in the progression, diagnosis, treatment, and prevention of whole-body ionizing radiation-induced immune dysfunction" (2023).

How the data were processed

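Spleen cells of mice were assayed with the nCounter Mouse Immunology Panel, a hybridisation assay in which each mRNA is captured by a probe pair carrying a colour-coded barcode and the barcodes are counted one by one without amplification. Mice had no injury (Sham), whole-body ionising radiation of 9 Gy (WBIR), or the same dose combined with a burn of 20% of the total body surface area (RCI). In both injuries a further group received extracellular vesicles from mesenchymal stem cells (MSC-EVs) 72 hours after injury, with spleens taken 48 hours after that. The 15 samples fall into 5 groups of 3, taken with their replicate numbers from the sample labels. The labels name a vehicle for the untreated RCI mice alone, and according to the study's text untreated mice of both injuries and Sham mice received saline. According to the methods, samples were run in triplicate, and whether the 3 replicates of a group are 3 mice could not be settled from the labels. No cartridge or run date was used here, so an effect of the cartridge was not analysed.

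The authors isolated RNA after lysis of red blood cells, hybridised it, counted barcodes on the digital analyser and used nSolver to normalise the values and to test for differential expression. The deposited values are raw barcode counts per gene, before that normalisation. This was read from the values, which were whole numbers with totals that differed 6.64-fold between samples and with geometric means of the reference genes that differed 5.35-fold. The table held 561 genes, of which 14 are the panel's reference genes and 547 are endogenous. None of the 8415 values was 0 and the smallest value was 1 in 13 of the 15 samples, so a count of 0 may be stored as 1. Positive and negative control probes were not used here, so background was not subtracted and no detection limit was set. Gene names were taken from the table. Against the gene names of the RefSeq annotation of mouse assembly GRCm38.p6, 545 were current, 14 were older names and 2 were unmatched. Cross-hybridisation between close relatives was not assessed, which leaves *C4a*, which has a near-identical copy in *C4b*, uncertain.

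Each sample was scaled by the geometric mean of its 14 reference genes, as nSolver does. Endogenous genes with a mean of at least 20 counts over the 15 samples were tested, which left 426 genes and removed 121. Counts were tested with edgeR's quasi-likelihood test (edgeR 4.0.16 in R 4.3.3, glmQLFit with robust estimation and glmQLFTest), with 1 coefficient per group and all 15 samples in the fit, so that the 5 groups shared an estimate of the spread with 10 residual degrees of freedom. Tests were two-sided, p-values were adjusted by the Benjamini-Hochberg method within each comparison, and a gene was called at an adjusted p under 0.05. Standard errors (SE) of log2 fold changes (log2FC) were the absolute log2FC divided by the square root of the F statistic. Means with standard deviations (SD) are of counts scaled to the reference genes. The common dispersion was 0.110, a coefficient of variation of 33.1% between replicates beyond counting error. Total counts ranged from 90127 to 598872 per sample with a median of 360995. Genes with few counts are therefore limited by counting error, and most others by the spread between replicates and by the 3 samples per group.

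The 6 comparisons of the series design were tested, as were RCI against WBIR, the MSC-EV effect averaged over both injuries, and the difference between the MSC-EV effects of the injuries. The genes named in the text follow a rule written before the data were examined. For each of the 6 comparisons, these were the 3 called genes with the largest rise and the 3 with the largest fall among genes without overlap between the groups, or, where no gene was called, the 3 genes with the smallest p. Not every gene that this rule chose is reported here. The 12 genes that the study's text names for these spleens were followed too. The 3 genes called between RCI and WBIR, the genes used to describe single libraries and the gene called by DESeq2 alone were chosen after their values were seen. Lists of T cell, B cell, NK and cytotoxic, neutrophil, macrophage, complement, acute phase, Th2 and NF-kB genes, also written beforehand, were tested with camera (limma 3.58.1, cameraPR on signed normal scores of the edgeR p-values, preset correlation 0.01), with Benjamini-Hochberg adjustment over all 54 tests of list and comparison. A list of p53 targets had fewer than the 4 tested genes required and was not tested. Of the tested members, 5 of the 13 complement genes, 3 of the 12 acute phase genes and 2 of the 9 macrophage genes were in another list, 3 of the 8 neutrophil genes and 1 of the 16 NF-kB genes were among those the study named, and all but 3 of the complement genes had a mean of at least 20 counts in Sham.

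The following alternatives were planned before the data were examined: TMM and median-of-ratios scaling over the endogenous genes, scaling to the 7 reference genes that varied least, DESeq2 1.42.0, limma on log2 values with a pseudocount of 1 or 10, a per-gene unmoderated unequal-variance test on log2 values at an unadjusted p under 0.05 as nSolver reports it, no filter and a filter at a mean of 50 counts (375 genes), unadjusted p-values, only the groups compared in the fit, the replicate number as a block, fry and camera with an estimated correlation for the lists, and leaving out each sample in turn. A block of replicate pairs within each injury, the per-gene test without a filter, the overlap of WBIR and RCI calls, the comparison of RCI with WBIR in the treated samples, and the comparison of all irradiated samples with Sham were added after seeing the data. The pairs came from the check of the replicate numbers. The deviations of equally numbered samples from their group means, across genes, correlated at 0.67, 0.37 and 0.22 between WBIR and WBIR+MSC-EVs and at 0.26, 0.32 and 0.51 between RCI and RCI+MSC-EVs. Between Sham and the other groups they ranged from -0.49 to 0.25, so Sham was left unpaired. No 2 replicates of a group were alike within counting noise. The chi-square per gene of the closest replicates, WBIR 2 and 3, was 9.11.

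The scripts were tested on simulated counts drawn from the means, dispersions and depths of these samples, with 200 of 426 genes changed. For WBIR against Sham edgeR found 184 of the 200 (92%) with 7 false calls, 3.66% of its calls. Genes there changed by 1 to 4 on the log2 scale, and 70% were found at 1 and 98% at 2. The next 2 simulations used smaller changes. For WBIR+MSC-EVs against WBIR it found 110 (55%), and 4%, 48%, 80% and 88% of genes changed by 0.5, 1, 1.5 and 2 on the log2 scale. For RCI+MSC-EVs against RCI it found 124 (62%), and 10%, 56%, 86% and 96% at the same sizes. The Benjamini-Hochberg adjustment is stricter where few genes change, so these shares overstate how often a change limited to few genes would be found. In each of these 3 simulations camera gave a small p for a list of 10 raised genes (the largest of the 3 was 7.4e-08) and none for 10 unchanged genes (the smallest was 0.631). The simulated genes varied independently, and the raised ones had the largest simulated change. This check therefore does not cover real lists, whose genes vary together. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.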

Results

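Spleen mRNA of 15 samples was counted on the nCounter Mouse Immunology Panel, with 3 samples each in the Sham, WBIR, WBIR+MSC-EVs, RCI and RCI+MSC-EVs groups. WBIR mice received 9 Gy of whole-body ionising radiation, and RCI mice the same dose with a burn of 20% of the body surface. MSC-EVs are extracellular vesicles released by mesenchymal stem cells, given here 72 hours after injury. Total counts per sample ranged from 179472 to 509621 in Sham, from 204412 to 360995 in WBIR, from 90127 to 598872 in WBIR+MSC-EVs, from 294960 to 484525 in RCI and from 301141 to 406360 in RCI+MSC-EVs. WBIR+MSC-EVs replicate 1 had the lowest total, and 192 of its genes had fewer than 20 counts.

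Across the 426 endogenous genes tested, the first principal component held 70.1% of the variance and separated the 3 Sham samples, at 29.3 to 35.3, from the 12 irradiated samples, at -11.2 to -3.58. The second component held 8.83% and was led by RCI replicate 3, at -18.7. On the first component the RCI+MSC-EVs samples, at -7.78 to -5.48, lay apart from the RCI samples, at -9.48 to -8.52. That gap was small beside the distance to Sham, and with 3 samples per group chance can produce it. The ranges of WBIR+MSC-EVs (-11.2 to -3.58) and WBIR (-10.6 to -7.18) overlapped.

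**Figure D1:**
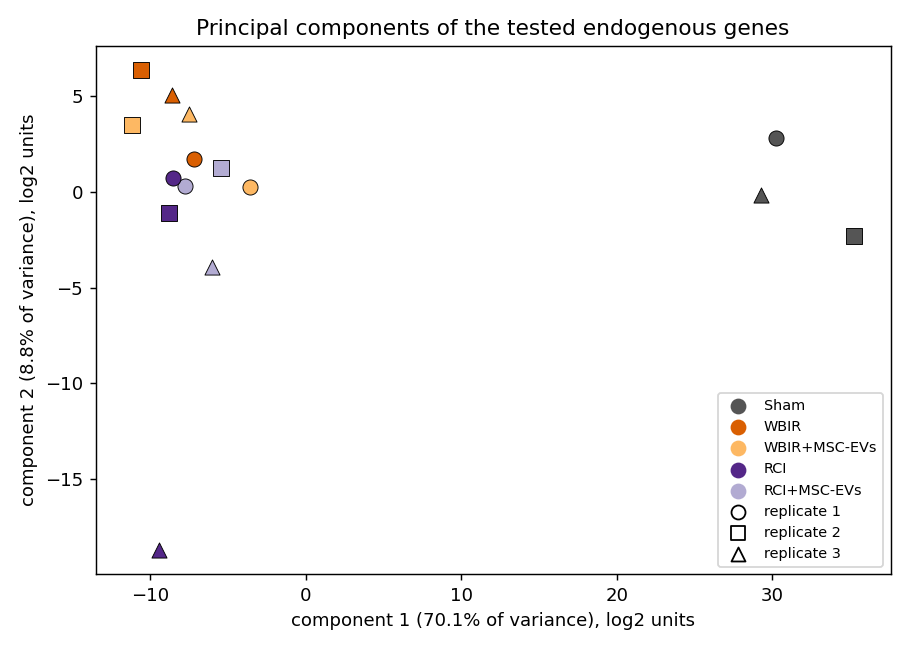
Principal components of log2 counts scaled to the reference genes, with component 1 on the horizontal and component 2 on the vertical axis (log2 units) and each sample a point coloured by group and shaped by replicate number. The 3 Sham samples lie at 29.3 or above on component 1 and RCI replicate 3 lies at -18.7 on component 2.

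To determine the effect of irradiation on splenic immune genes, WBIR was compared with Sham. edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment called 292 of 426 genes (68.5%), 92 higher and 200 lower, with log2FC from -7.85 to 7.10. The groups did not overlap in 303 genes (71.1%), where chance gives 10% for 3 samples against 3. Of the alternatives, the per-gene unmoderated unequal-variance test at an unadjusted p under 0.05 moved the count most, to 237. The balance of higher and lower calls rested on the scaling. The median log2FC of all tested genes was -0.74 with scaling to the reference genes, and TMM scaling shifted it by 0.71 to -0.03 and gave 285 calls, 135 higher and 150 lower. With median-of-ratios scaling there were 136 higher and 152 lower. Both of these scalings place the typical gene near 0 by construction, so their more even splits do not show which scaling is right. Of the 292 genes, 242 were also called with TMM scaling, each in the same direction, and 7 of the 292 changed sign. Log2FC values below are relative to the reference genes. For Sham comparisons a gene's value relative to the median gene is higher by the size of the median.

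The 3 largest rises were in *Ccl24*, *Cdkn1a* and *Ifi204*. *Ccl24* rose from 19.7 ± 7.18 to 2672 ± 75.0 scaled counts (mean ± SD, n = 3 each), a log2FC of 7.10 ± 0.99 (SE), with an adjusted p of 2.7e-05 by edgeR. Its raw counts in Sham were 9 to 33, near the low end of the assay, so the size of the rise is less certain than its direction. *Cdkn1a*, which encodes the cell cycle inhibitor p21, rose by 4.70 ± 0.41 (edgeR adjusted p 4.8e-07), with 6 to 89 raw counts in Sham. *Ifi204* rose by 4.24 ± 0.35 (edgeR adjusted p 3.2e-07). The largest fall was in *Camp*, which encodes the antimicrobial peptide cathelicidin. *Camp* had 744 ± 463 scaled counts in Sham and 3.29 ± 1.75 in WBIR, a log2FC of -7.85 ± 1.05 (edgeR adjusted p 1.9e-05). The WBIR samples had 2 to 4 raw *Camp* counts each, so the size of this fall is set by values at the floor of the assay. It was -5.66 with limma and a pseudocount of 10, and over the alternatives its adjusted p ranged from 4.4e-18 to 0.0151. *H2-Ob* fell by 5.56 on the log2 scale (SE 0.49, edgeR adjusted p 5.1e-07), and *Btla* fell by 5.38 (SE 0.32, edgeR adjusted p 4.0e-08). *Pparg*, one of the genes the study named, rose by 3.49 ± 0.30 (edgeR adjusted p 4.7e-07). These 7 directions were kept under each scaling.

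**Figure D2:**
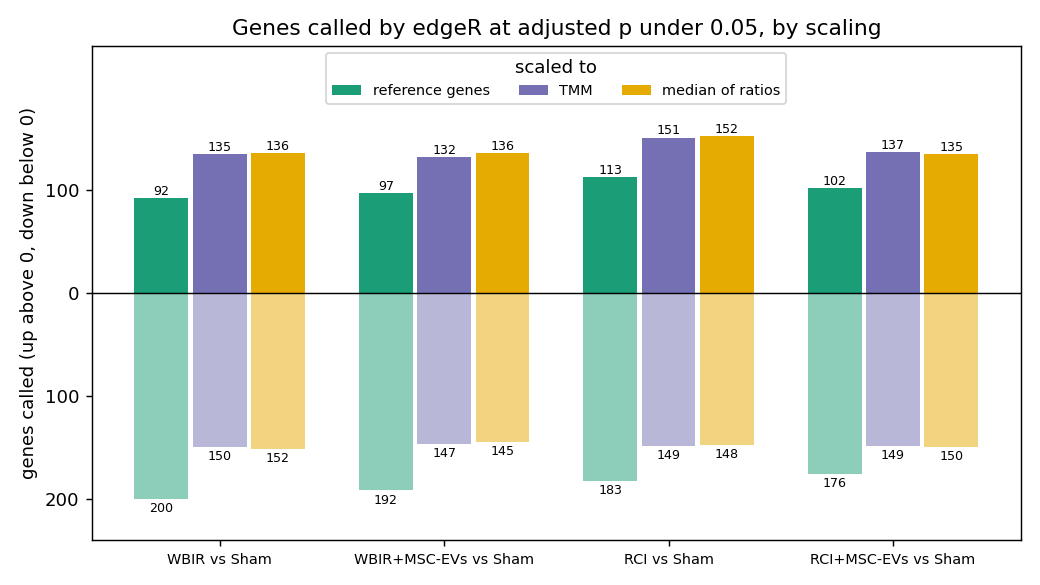
Number of genes called by edgeR at an adjusted p under 0.05 on the vertical axis, higher genes drawn above 0 and lower genes below it, for the 4 comparisons with Sham and for scaling to the reference genes, by TMM and by median of ratios (bars). In WBIR against Sham the split was 92 higher and 200 lower with the reference genes and 135 and 150 with TMM.

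The reference genes used for the scaling did not move alike. Relative to their own mean, 7 of the 14 differed over 2-fold between WBIR and Sham, from -1.70 for *Polr1b* to 2.83 for *G6pdx* on the log2 scale, and 7 differed over 2-fold between RCI and Sham, from -2.53 for *Tubb5* to 3.07 for *G6pdx*. With TMM scaling the counts were 5 and 8. Between treated and untreated samples of either injury 0 of the 14 differed over 2-fold. Between RCI and WBIR 1 of the 14 did, *Tubb5* (-1.99), and the groups did not overlap in 7.

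**Figure D3:**
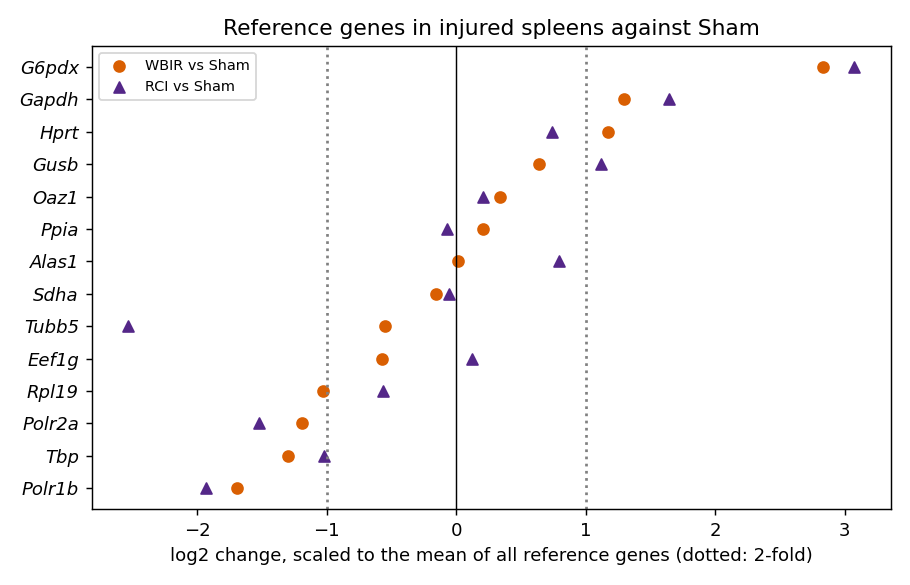
Log2 change of the 14 reference genes, relative to the mean of all of them, in WBIR against Sham and RCI against Sham, with dotted lines at a 2-fold change. *G6pdx* rose most, by 2.83 and 3.07.

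To ask what stayed different from Sham after MSC-EVs, WBIR+MSC-EVs was compared with Sham. edgeR called 289 genes, 97 higher and 192 lower, and 132 higher and 147 lower with TMM scaling, which shifted the median log2FC of -0.61 by 0.56. With median-of-ratios scaling the split was 136 and 145. The 2 scalings to reference genes and by TMM shared 244 calls, each in the same direction. In 294 genes (69.0%; 10% by chance) the groups lay apart. *Ccl24* (7.36 ± 1.00, edgeR adjusted p 2.3e-05), *Cdkn1a* (4.55 ± 0.41, 6.7e-07) and *Ifi204* (4.13 ± 0.35, 4.2e-07) were again the largest rises. *Camp* had the largest fall (log2FC -6.01 ± 0.92, edgeR adjusted p 6.1e-05) with 2 to 39 raw counts per treated sample, and *Btla* (-5.04 ± 0.32, 6.7e-08) and *Cd22* (-4.91 ± 0.49, 1.4e-06) followed.

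The effect of MSC-EVs after irradiation was tested directly by comparing WBIR+MSC-EVs with WBIR. edgeR called 0 of 426 genes, and the smallest adjusted p was 0.997. At an unadjusted p under 0.05 there were 11 genes, each higher with MSC-EVs, where 21.3 would be reached by chance. Leaving out a library of these groups gave 3 (without WBIR replicate 2) to 12 (without WBIR replicate 3). DESeq2 and limma also called 0 genes, and the per-gene unmoderated unequal-variance test gave 17 at an unadjusted p, the alternative that moved the count most among those applied to the same genes. The groups did not overlap in 38 genes (8.92%), where chance gives 10%. The median log2FC was 0.11 and TMM scaling shifted it by -0.10. The 3 genes with the smallest p were *Icosl* (log2FC 0.86 ± 0.27, unadjusted p 0.00715 in edgeR), *Cxcr4* (0.80 ± 0.26, unadjusted p 0.00895 in edgeR) and *Cish* (0.84 ± 0.31, unadjusted p 0.0166 in edgeR). Each was higher in all 3 treated samples than in the 3 untreated ones, and each had an edgeR adjusted p of 0.997.

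RCI was compared with Sham for the effect of radiation combined with burn. edgeR called 296 genes, 113 higher and 183 lower. The split was 151 and 149 with TMM scaling, which shifted the median log2FC of -0.53 by 0.54, and 152 and 148 with median of ratios. Of the calls, 262 were shared with TMM scaling in the same direction. The per-gene unmoderated unequal-variance test at an unadjusted p under 0.05 gave 209 genes. The groups did not overlap in 275 genes (64.6%; 10% by chance). *Ccl24* rose by 7.10 ± 0.99 (edgeR adjusted p 2.7e-05), though RCI samples ranged from 166 to 4659 scaled counts. *Ccl2* rose by 4.97 ± 0.95 (edgeR adjusted p 0.000375) and *Il1a* by 4.81 ± 0.86 (0.000212). RCI replicate 3 carried much of both. *Il1a* had 670 ± 836 scaled counts in RCI against 24.1 ± 12.2 in Sham, and *Ccl2* had 2 to 7 raw counts in Sham. Without RCI replicate 3 the log2FC of *Ccl2* was 3.10 (edgeR adjusted p 0.000753) and that of *Il1a* was 2.97 (0.000184), and over the alternatives the adjusted p of *Ccl2* ranged from 2.2e-08 to 0.122 and that of *Il1a* from 4.6e-11 to 0.115. *Camp* fell by 6.60 (SE 0.95, edgeR adjusted p 3.4e-05; 7 to 11 raw counts in RCI), and *Cd22* fell by 5.51 (SE 0.50, 6.7e-07).

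The overlap of WBIR and RCI calls, added after seeing the data, was 259 of the 292 genes called in WBIR against Sham (88.7%), counted where RCI against Sham was called with the same sign. Across genes, which are not independent replicates, the log2FC values of the 2 comparisons correlated at r = 0.945, and 91.1% had the same sign. Both comparisons share the Sham samples. In 100 simulations of unchanged groups against the same controls the correlation ranged from 0.397 to 0.591, the same-sign share had a median of 66.9% (61.0% to 72.8%), and no more than 1 gene was called in both.

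RCI+MSC-EVs differed from Sham in 278 genes by edgeR, 102 higher and 176 lower. With TMM scaling, which shifted the median log2FC of -0.45 by 0.37, the split was 137 and 149, and with median of ratios 135 and 150. The calls shared with TMM scaling numbered 251, each in the same direction. In 300 genes (70.4%; 10% by chance) the groups lay apart. The largest rises were in *Ccl24* (7.29 ± 1.00, edgeR adjusted p 2.6e-05), *Cdkn1a* (4.82 ± 0.41, 5.9e-07) and *Msr1* (4.59 ± 0.48, 2.7e-06). Large falls without overlap included those of *Cd22* (-5.40 ± 0.50, edgeR adjusted p 8.6e-07) and *Pax5* (-4.64 ± 0.60, 1.6e-05).

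When RCI+MSC-EVs was compared with RCI, edgeR called 0 genes, with a smallest adjusted p of 0.848. There were 14 genes at an unadjusted p under 0.05, 5 higher and 9 lower, against 21.3 by chance. That count rested on single samples. It was 5 without RCI replicate 3, 24 without RCI replicate 2 and 29 without RCI replicate 1. DESeq2 and limma also called 0 genes, and the per-gene unmoderated unequal-variance test gave 15 at an unadjusted p. The groups did not overlap in 46 genes (10.8%; 10% by chance). The median log2FC was 0.12 and TMM scaling shifted it by -0.14. The smallest p-values were those of *Map4k1* (log2FC 0.72 ± 0.21, unadjusted p 0.00342 in edgeR), *C4a* (-0.98 ± 0.29, unadjusted p 0.00507 in edgeR) and *Cxcr4* (0.81 ± 0.26, unadjusted p 0.00797 in edgeR), each with an edgeR adjusted p of 0.848. *Map4k1* had 97.4 ± 6.94 scaled counts in RCI+MSC-EVs and 59.3 ± 7.40 in RCI, and *C4a*, whose close relative *C4b* leaves it uncertain, had 325 ± 14.1 and 640 ± 62.4. For both, the 3 treated samples lay apart from the 3 untreated ones. *Cxcr4* had 241 ± 72.0 and 138 ± 31.6 scaled counts, and its groups overlapped.

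Averaging the MSC-EV effect over both injuries, with 6 treated and 6 untreated samples, also gave 0 calls by edgeR, with 14 genes at an unadjusted p under 0.05, 13 of them higher. limma called 0 genes and DESeq2 called 1, *Cxcr4* (log2FC 0.80 ± 0.20, DESeq2 adjusted p 0.0310). The edgeR value of *Cxcr4* was 0.80 ± 0.19 with an adjusted p of 0.296, or 0.175 with a block of replicate pairs within each injury. The median log2FC was 0.10 and TMM scaling shifted it by -0.12. The test of whether the MSC-EV effect differed between injuries gave 0 genes by edgeR, DESeq2 and limma, with 11 at an unadjusted p under 0.05 in edgeR and 8 by the per-gene unmoderated unequal-variance test. No gene was therefore shown to respond to MSC-EVs in one injury and not in the other.

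The 12 genes that the study named for these spleens were followed in each comparison. The study chose them on these samples, so their values are not independent evidence. Against Sham, edgeR called 10 in WBIR, 10 in WBIR+MSC-EVs, 11 in RCI and 11 in RCI+MSC-EVs over all genes, and 10, 10, 11 and 12 when adjusted over the list alone. In WBIR+MSC-EVs against WBIR, 0 of the 12 were called by edgeR over all genes and 0 when adjusted over the list alone, with 4 at an unadjusted p under 0.05. Besides *Cxcr4* and *Cish*, these were *Nfkbia* (log2FC 0.77 ± 0.33, unadjusted p 0.0366 in edgeR), which rose from 249 ± 29.6 to 424 ± 24.5 scaled counts, and *Socs1* (0.52 ± 0.22, unadjusted p 0.0309 in edgeR). *Stat5a* differed by less than its error (-0.16 ± 0.29, unadjusted p 0.591 in edgeR). In RCI+MSC-EVs against RCI, 0 were called over all genes and 2 when adjusted over the list alone, *Map4k1* (edgeR adjusted p 0.0411) and *Cxcr4* (0.0478). *Ccr9* (0.65 ± 0.30), *S100a8* (1.02 ± 0.66) and *S100a9* (1.02 ± 0.72) were higher with MSC-EVs at unadjusted p-values of 0.0520, 0.146 and 0.180 in edgeR. *Cxcl12* was lower with MSC-EVs (-0.73 ± 0.45, unadjusted p 0.130 in edgeR), and it was 3.00 ± 0.49 higher in RCI than in Sham (edgeR adjusted p 0.000108). *Pparg*, which the paper describes as rising with treatment, differed by less than its error in both injuries. Its log2FC was -0.16 ± 0.27 in WBIR+MSC-EVs against WBIR (unadjusted p 0.548 in edgeR). In RCI+MSC-EVs against RCI it was 0.19 ± 0.26 (unadjusted p 0.476 in edgeR). For the effect averaged over both injuries, 0 were called over all genes and 6 when adjusted over the list alone: *Cxcr4* (edgeR adjusted p 0.00833), *Socs1* (0.0265), *Cish* (0.0265), *Camp* (0.0277), *Map4k1* (0.0391) and *Ccr9* (0.0400). *Camp* had 2 to 4 raw counts in WBIR and 7 to 11 in RCI, so its rise rests on counts near the floor. In RCI+MSC-EVs replicate 3 it was 3.19 higher on the log2 scale than in the rest of that group. Treated and untreated samples overlapped in *Camp* in both injuries. These calls over the list changed with a block of replicate pairs within each injury, added after seeing the data. In WBIR+MSC-EVs against WBIR 2 of the 12 were then called when adjusted over the list alone, *Cxcr4* and *Nfkbia* (edgeR adjusted p 0.0493 each), and in RCI+MSC-EVs against RCI 0 were, with 0.0514 for *Cxcr4* and 0.0632 for *Map4k1*. *Cxcl12* then had an unadjusted p of 0.0270 in edgeR in that comparison. For the averaged effect 1 was called over the list, *Cxcr4* (edgeR adjusted p 0.00494). Over all genes the block called 0 of the 12 in each of these comparisons.

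**Figure D4:**
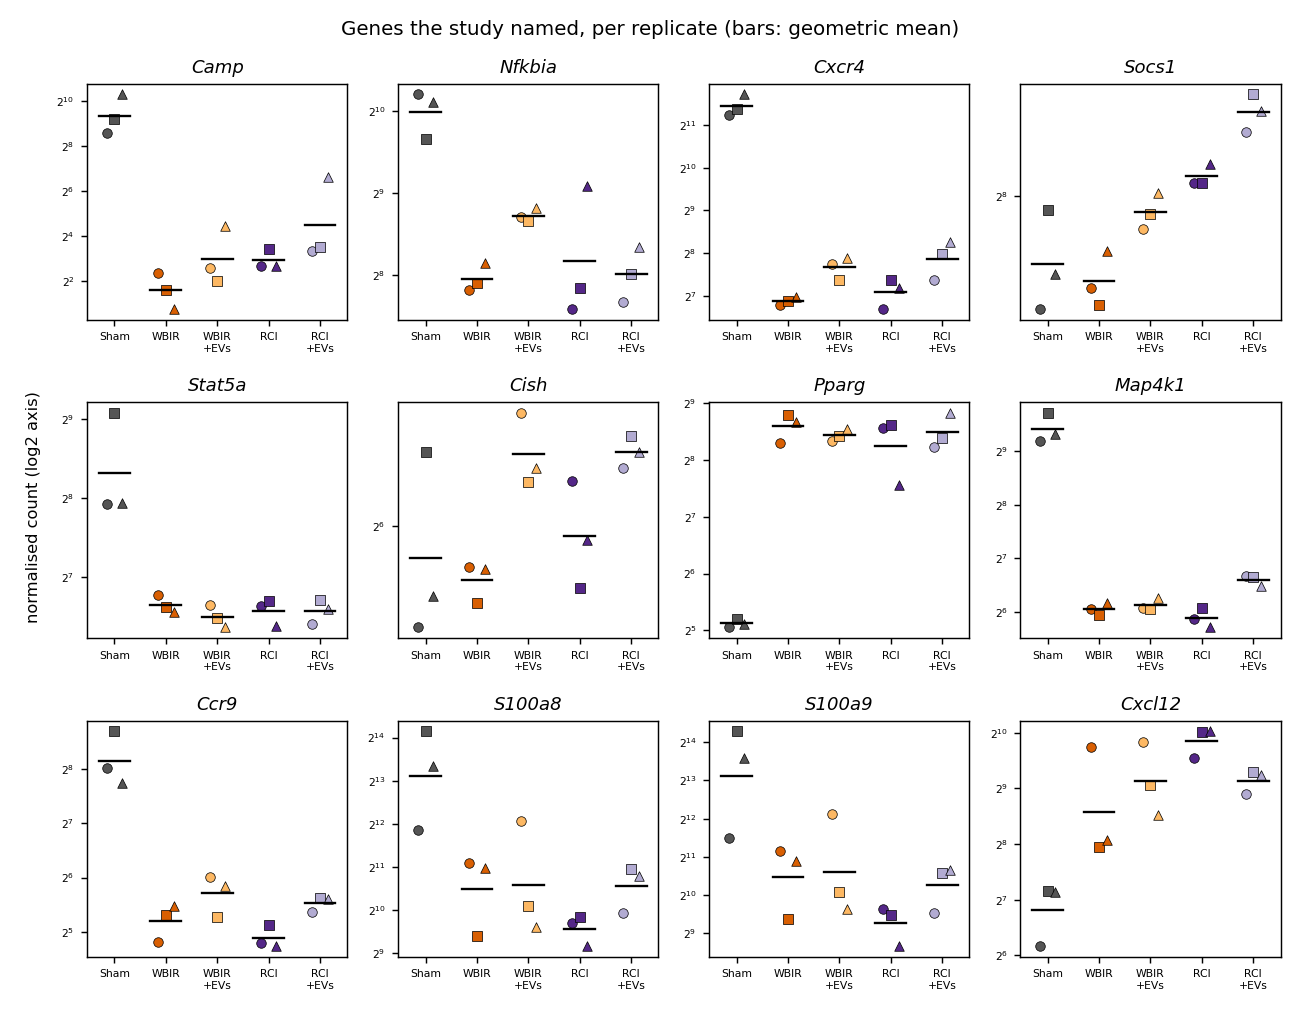
Counts scaled to the reference genes, on a log2 axis, of the 12 genes named by the study in the 15 samples, with replicates as points shaped by replicate number and geometric means of 3 samples as bars. *Nfkbia* is higher in each WBIR+MSC-EVs sample than in each WBIR sample, and *Map4k1* is higher in each RCI+MSC-EVs sample than in each RCI sample.

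Whether genes changed by injury moved back towards Sham with MSC-EVs was measured as the share of called genes whose MSC-EV change had the opposite sign to the injury change. The share was 64.0% of 292 genes in WBIR and 66.6% of 296 genes in RCI. The untreated injured samples enter both changes, which raises such a share without any effect. In 100 simulations without an MSC-EV effect, with genes varying independently, the median share was 54.3% for WBIR (highest 62.8%) and 53.9% for RCI (highest 59.7%). Exchanging the labels of the 6 samples within an injury gave a share as high in 6 of 20 assignments for WBIR and in 1 of 20 for RCI, the real one included. With 20 assignments, 1 is the smallest number possible. TMM scaling gave 59.6% and 64.0%. The share of WBIR moved most when WBIR+MSC-EVs replicate 1 was left out, to 52.7%, and that of RCI when RCI replicate 3 was left out, to 73.3%.

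RCI was compared with WBIR for what the burn added in untreated mice. edgeR called 3 genes, each higher in RCI, with 71 genes at an unadjusted p under 0.05. DESeq2 moved this count most among tests with adjustment, to 28, and TMM scaling gave 1. In 115 genes (27.0%; 10% by chance) the groups lay apart. The median log2FC was 0.20, and TMM scaling shifted it by -0.18 and scaling to the 7 reference genes that varied least by -0.30, to -0.10. The count rested on single samples: it was 15 without RCI replicate 1, 8 without WBIR replicate 1, 1 without WBIR replicate 3 and, through the spread that all groups share, 7 without Sham replicate 2. *Ccl9* had 509 ± 345 scaled counts in RCI and 30.9 ± 6.56 in WBIR, a log2FC of 4.04 ± 0.56 (edgeR adjusted p 0.00191). *Il1r1* had 65.7 ± 28.3 and 15.3 ± 2.57 scaled counts, a log2FC of 2.11 ± 0.35 (edgeR adjusted p 0.00607), with 11 to 18 raw counts in WBIR. *C4a*, uncertain for its close relative *C4b*, had 640 ± 62.4 and 217 ± 57.6, a log2FC of 1.56 ± 0.30 (edgeR adjusted p 0.0191). *Il1r1* and *C4a* were not called with TMM or median-of-ratios scaling, nor without WBIR replicate 3. *C4a* was also not called with scaling to the 7 reference genes that varied least, with the replicate number as a block, or without WBIR replicate 2. None of the 3 was called when the fit held only the RCI and WBIR samples, with edgeR adjusted p of 0.0631 for *Ccl9*, 0.0809 for *Il1r1* and 0.0631 for *C4a* (over the alternatives 2.7e-12 to 0.302, 7.4e-05 to 0.318 and 0.000101 to 0.302).

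**Figure D5:**
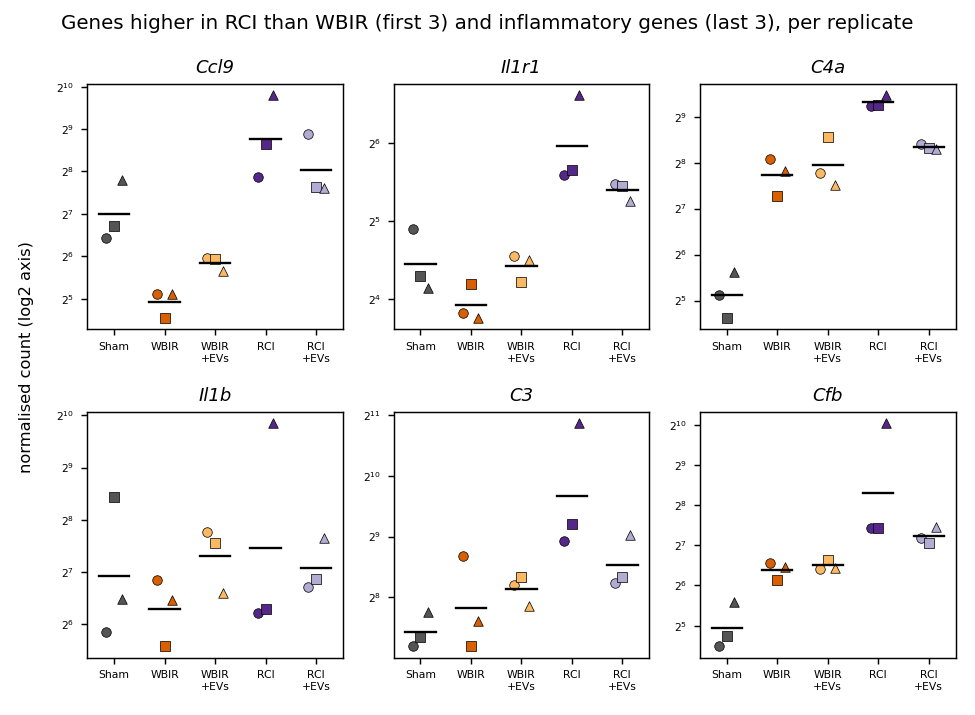
Counts scaled to the reference genes, on a log2 axis, of the 3 genes called between RCI and WBIR and of *Il1b*, *C3* and *Cfb* in the 15 samples, with replicates as points shaped by replicate number and geometric means of 3 samples as bars. In *Il1b*, *C3* and *Cfb* the highest RCI value is that of replicate 3, and *C4a* is higher in each RCI sample than in each WBIR sample.

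Gene lists were tested in the 6 comparisons of the design, and camera called 21 of 54 tests of list and comparison. The choice that moved this count most was the correlation between genes, since camera with an estimated correlation called 0 and fry called 25. Of the 21, fry kept 17 in the same direction, namely those against Sham. TMM and median-of-ratios scaling kept 20 of the 21 in the same direction, losing the acute phase list in RCI against Sham. The T cell list of 17 genes was lower in all 4 comparisons with Sham, with median log2FC of -2.55 in WBIR and -2.37 in RCI (camera adjusted p 9.5e-05 and 7.3e-05). The B cell list of 13 genes was lower, at -4.15 and -4.35 (9.5e-05 and 4.8e-05). The macrophage list of 9 genes was higher, at 2.68 and 2.95 (3.4e-05 and 9.5e-05), and so was the complement list of 13 genes, at 2.27 and 2.83 (4.8e-05 and 1.7e-05). These directions of the medians held under each scaling. The acute phase list was higher in RCI against Sham (median 1.47, camera adjusted p 0.0431; 0.0706 with TMM and 0.0634 with median-of-ratios scaling). The NF-kB list was lower in WBIR against Sham without a call (median -1.50, camera adjusted p 0.0637), although fry called it (9.9e-05). The neutrophil list was lower in the same comparison at -2.65 (camera adjusted p 0.190, fry 0.00202). NK and cytotoxic genes (-0.26, camera adjusted p 0.549) and Th2 genes (-0.59, camera adjusted p 0.549) were not called there. For both of these lists, and for the acute phase list in WBIR against Sham, the camera test pointed up while the median was below 0, and for Th2 the mean was 0.64.

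In WBIR+MSC-EVs against WBIR camera called 0 of the 9 lists, fry called 0, and 1 list, NK and cytotoxic, had an unadjusted camera p under 0.05 (0.0413). In RCI+MSC-EVs against RCI camera called 4 lists. The T cell list was higher (median 0.42, 16 of 17 genes higher, adjusted p 9.5e-05). The complement list was lower (-0.23, 8 of 13 genes lower, adjusted p 9.5e-05), as were the acute phase list (-0.68, 10 of 12 lower, adjusted p 8.9e-06) and the NF-kB list (-0.15, 11 of 16 lower, adjusted p 0.0227). None of these 4 was called by fry, with adjusted p of 0.275, 0.285, 0.275 and 0.723, or by camera with an estimated correlation. RCI replicate 3 decided part of them. Without it the acute phase list had a median of -0.11 (camera adjusted p 0.531), and the NF-kB list turned up, at 0.10 (0.0939). The NF-kB list was also not called without RCI+MSC-EVs replicate 2 (0.156). The macrophage list in this comparison had a median of 0.22 with a camera test pointing down (adjusted p 0.914).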

Values the study reported

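The paper gives 264 differentially expressed genes for WBIR against sham, with *Camp* lowered at a log2 fold change of -9.8, and 245 for WBIR with MSC-EVs against sham. For RCI against sham it gives 233 genes, and for RCI with MSC-EVs against sham 240. For treated against untreated mice it counts 26 genes in the RCI model and 10 in the WBIR model.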

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

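The tests of the reference genes were chosen after the result was seen, and so was the comparison of RCI with WBIR in the treated samples. The other tests of the genes that separate RCI from WBIR were written down before their results were known, and the 3 genes were named after their values were seen.

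The effects of the injuries against Sham differed in 3 genes by a test of the difference itself, which is RCI against WBIR in edgeR since Sham cancels. *Ccl9* was higher in RCI by a log2FC of 4.04 (adjusted p 0.00191), *Il1r1* by 2.11 (0.00607) and *C4a* by 1.56 (0.0191). Of the 10 splits of these 6 libraries, 1, the real one, gave as many called genes, and 10 splits are too few to exclude chance. RCI replicate 3 had the highest *Ccl9* value and stood apart from its group, but 3 of the 3 genes stayed called without it, with log2FC of 3.35, 1.68 and 1.48, so the tables argue against that library as the whole source. Scaling stays open for *Il1r1* and *C4a*, which kept their direction with TMM scaling (2.03 and 1.43) but not their call (adjusted p 0.0618 and 0.0634; over the alternatives 7.4e-05 to 0.318 and 0.000101 to 0.302). In the treated libraries, RCI+MSC-EVs against WBIR+MSC-EVs, 2 of the 3 genes were higher at an unadjusted p under 0.05 in edgeR, *Ccl9* (2.33, p 0.000531) and *Il1r1* (0.99, p 0.0120), while *C4a* was not (0.31, p 0.303). No gene was called there, and 43 had an unadjusted p under 0.05. A difference limited to the 6 untreated libraries is therefore argued against for *Ccl9* and *Il1r1* and stays open for *C4a*, where signal from *C4b* could not be assessed either. The burn is the difference that the design names and may raise *Ccl9* and *Il1r1*. The cartridges were not analysed, so any run of the injuries on separate cartridges stays open.

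Signal that the comparisons do not use lay in the reference genes, which serve to scale the others. Between WBIR and Sham 7 of the 14 moved over 2-fold relative to their mean, and between RCI and Sham 7 did. The replicate SD of these genes was 0.213 on the log2 scale. A difference in depth would move all of them alike, and their changes spanned 4.53 on the log2 scale in WBIR against Sham, which argues against it. Counts near background cannot be excluded for each of them, since the lowest count of a moved gene was 8, in *Polr1b*. Over both comparisons 9 genes moved. Counts near background are argued against for the 6 of these with at least 100 counts in every library. A change in the cells that make up the spleen, or in the expression of these genes after injury, may be the source, and neither was tested. Because of this the zero point of the Sham comparisons is uncertain by about the difference between the scalings, 0.71 in WBIR against Sham with TMM.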

How the results depend on the processing

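The block of replicate pairs within each injury, the per-gene test without a filter and the overlap of calls were chosen after seeing the data; the other alternatives were fixed before.

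The counts of genes called against Sham stayed within 1.5 times their values under every alternative, from 237 to 309 in WBIR, 220 to 302 in WBIR+MSC-EVs, 209 to 310 in RCI and 221 to 304 in RCI+MSC-EVs. Leaving out each library of the compared groups in turn gave 272 to 291, 266 to 288, 284 to 300 and 255 to 285. Of the libraries outside a comparison, which enter the shared spread, RCI replicate 3 left out gave 312 in WBIR, 310 in WBIR+MSC-EVs and 305 in RCI+MSC-EVs. No named gene changed its direction with a call. The balance of calls did turn in RCI against Sham, from 113 higher and 183 lower to 151 and 149 with TMM and 152 and 148 with median-of-ratios scaling, and the median log2FC of RCI against WBIR turned from 0.20 to -0.10 with the 7 reference genes that varied least. In WBIR against Sham 7 of the called genes changed sign with TMM scaling, none of them with a call there. Of the values of comparisons under alternatives, 121 stayed within the set margin and 21 moved, and with a library of the compared groups left out 91 stayed and 8 moved. For named genes and the overlap of calls (86.2% to 92.0%) 518 kept their side of the threshold, 24 gained a call, and 9 lost one. All 24 gains came from settings without adjustment of p-values. With a library of the compared groups left out 252 kept their side and 3 lost a call.

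The MSC-EV counts were 0 in WBIR, RCI, their average and their difference under each alternative that adjusts p-values, except that DESeq2 called 1 gene, *Cxcr4*, in the average. Without adjustment edgeR gave 11, 14, 14 and 11 genes, the per-gene test 17, 15, 15 and 8, and the per-gene test without a filter 21, 19, 22 and 10. These follow from the missing adjustment. Without adjustment, leaving out a compared library in edgeR gave 3 to 12 genes in WBIR and 5 to 29 in RCI. For the average it gave 11 to 20, and for the difference 3 to 16. With adjustment, each library left out in turn gave 0 to 0. With the replicate number as a block the counts were 0, and with replicate pairs as a block within each injury, following the pairing of the numbers, they were 0, with 7, 16, 16 and 11 genes at an unadjusted p under 0.05 and smallest adjusted p of 0.999, 0.908, 0.175 and 0.997 in edgeR. Of the 12 genes the study named, adjusted over the list alone, this block changed the calls from 0 to 2 in WBIR, from 2 to 0 in RCI and from 6 to 1 in the average.

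RCI against WBIR depended most on the processing. Its 3 genes became 1 with TMM and 1 with median-of-ratios scaling, 28 with DESeq2, 45 with the per-gene test, 56 with that test without a filter, 71 without adjustment and 0 with only the compared groups in the fit, which leaves fewer samples to estimate the spread. For the scalings and DESeq2 the cause was not tested. Leaving out a library gave 1 (without WBIR replicate 3) to 15 (without RCI replicate 1), with 8 without WBIR replicate 1, and 7 without Sham replicate 2, which enters this comparison through the shared spread. The replicate block gave 2.

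The 21 calls of gene lists became 0 with camera's estimated correlation, which is its own construction, 25 with fry, 20 with TMM or median-of-ratios scaling, 20 at a mean of at least 50 counts, 23 with the replicate block and 21 with the pairs as a block. Leaving out a library gave 20 to 23. The shares moved towards Sham were 59.0% to 64.5% in WBIR and 63.0% to 68.4% in RCI over scalings, filters and the replicate block. Leaving out a library gave 52.7% (without WBIR+MSC-EVs replicate 1) to 74.6% (without WBIR+MSC-EVs replicate 2), and 64.9% (without RCI+MSC-EVs replicate 3) to 73.3% (without RCI replicate 3). The cause was not tested.

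Recovering counts from normalised values was not run, since the values are counts. Depth limits genes such as *Camp* after irradiation, whose log2FC in WBIR against Sham lay between -7.87 and -5.66 over the alternatives with all libraries and between -8.26 and -7.22 with 1 of the compared libraries left out.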

Other observations

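The tests of RCI replicate 3 and of Sham replicate 2 and the separate tests of the complement and acute phase lists were chosen after the result was seen, as were the comparison of all irradiated samples with Sham, the overlap of calls, and the counts over the 32 splits and 8 assignments that part all replicate pairs. The other tests here were written down before their results were known.

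Between treated and untreated samples edgeR called 0 genes in the WBIR model and 0 in the RCI model. Both adjusted counts are lower than those in the paper, for which it states no p-value threshold or adjustment. At an unadjusted p under 0.05 there were 11 and 14 genes, and the per-gene unmoderated unequal-variance test gave 17 and 15. These unadjusted counts lie above the paper's in WBIR and below it in RCI. DESeq2 and limma called 0 in both. Of the 10 splits of the 6 libraries of each injury, 5 gave as many genes at an unadjusted p as the real one in WBIR and 5 in RCI, so chance could not be excluded. Of the 4 splits that part all 3 replicate pairs, 1 did so in each injury, the real one, and each of the other 6 splits puts both members of a pair on the same side. For the effect averaged over injuries 44 of 100 splits within the injuries gave as many genes, and for the difference between injuries 52 of 100 did. Most of these splits do not part the pairs, which vary together. Of the 32 splits that part all pairs in both injuries, 2 (6.25%) gave as many genes for the average, the real one included, with a median of 4 in the others, and 4 (12.5%) did for the difference. Chance is not excluded for either count. The counts of genes called against Sham were reached by 1 of 10 splits in each of WBIR, WBIR+MSC-EVs, RCI and RCI+MSC-EVs, the real one, and no more than 1 gene was called in any other split. Chance cannot be excluded by 10 splits. Taking the 12 irradiated samples together, 314 genes were called, and 1 of 100 splits, drawn from 455, gave as many, with 168 in the next, so chance is excluded for this comparison.

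The MSC-EV effects in the injuries were compared across genes as a test for a shared effect. They correlated at r = 0.07 over 426 genes, which are not independent, and 40 of 100 splits within the injuries gave a correlation as high, so a shared effect was not shown and is not excluded. The share of genes with the same sign was 59.4%, reached by 4 of 100 splits and, of the 32 that part all pairs, by 1, the real one, but it was 52.8% with TMM scaling. Of those 32 splits, 13 reached the correlation.

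Genes changed by injury moved towards Sham with MSC-EVs in 64.0% of calls in WBIR and 66.6% in RCI. The untreated libraries enter both changes. By the rule written beforehand, 0 of 100 simulations without an effect reaching the share in WBIR, and 0 of 100 in RCI, argue against this as the source. The simulated genes vary independently while real ones vary together, so it is left open. Exchanging labels gave as high a share in 6 of 20 assignments in WBIR and 1 of 20 in RCI, which cannot go lower. Of the 8 assignments that part all pairs, 2 in WBIR and 1 in RCI, the real one, did so. With TMM scaling the shares were 59.6% and 64.0%. The first lies within the range simulated for WBIR and the second above that for RCI. Those ranges hold for genes that vary independently, so they cannot decide whether scaling accounts for either share. A return towards Sham therefore remains a hypothesis for RCI, with scaling left open. It was not shown for WBIR, where 6 of 20 assignments reached the share, the real one included.

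RCI replicate 3 differed over 4-fold from the mean of the other RCI libraries in 29 genes, 15 higher and 14 lower. Low depth is argued against, since its total count was the highest of the group. Of the 29 genes, 12 had a mean of at least 500 counts over the 15 samples. An exchange of labels with a Sham library is argued against by its correlation of 0.510 across genes with the Sham mean, against 0.885 with the other RCI libraries. It correlated at 0.891 with the RCI+MSC-EVs mean and at 0.859 with the WBIR mean, so these values do not separate the irradiated groups. A difference in the state of that sample may be a source, and no biological explanation was tested. The replicate matters for the lists lower with MSC-EVs after RCI. Without it the higher of the medians of the complement and acute phase lists was -0.11, so both stayed below 0, the sign set beforehand against this library as the only source. The acute phase list lost its call (camera adjusted p 0.531), so the joint result is left open and the lists were then taken apart. The complement list stayed lower and called, at -0.29 with 12 of 13 genes lower, which argues against this library alone, whereas the loss of the acute phase call is consistent with it. fry called neither list with all libraries (adjusted p 0.285 and 0.275).

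Sham replicate 2 differed over 2-fold from the mean of the other Sham libraries in 148 genes. Of these, 40 had a mean of at least 500 counts over the 15 samples. Part of this is an offset, since with scaling to the reference genes the median gene of this library was 0.56 higher on the log2 scale. Relative to the median gene 91 genes differed over 2-fold, 38 of them with a mean of at least 500 counts over the 15 samples. That mean includes the irradiated samples, so it does not show high counts in Sham and cannot decide on low depth. The total of this library was the lowest of Sham, and low depth as a source stays open. The B cell list had a median of -0.32 with the offset and -0.88 relative to the median gene. The T cell, NK and neutrophil lists were at 0.91, 1.67 and 1.64, and at 0.35, 1.10 and 1.08 relative to the median gene. A lower share of B cells alone would raise the other lists alike, but the macrophage list was at -0.83, and at -1.40 relative to the median gene, which argues against it. This test was worded again after its result was known. All 13 B cell, 17 T cell, 10 NK, 8 neutrophil and 9 macrophage genes had a mean of at least 20 counts in Sham, without a background to compare them with. Other differences between the samples were not tested.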
